A study of Arabidopsis thaliana with 9 samples. Its data were reported in "The Arabidopsis APOLO and human UPAT sequence-unrelated long noncoding RNAs can modulate DNA and histone methylation machineries in plants" (2022).

How the data were processed

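RNA was measured in whole 4-day-old seedlings of WT, OE APOLO and OE UPAT Arabidopsis grown at 23 °C, with 3 libraries of each. Per the study's methods, the authors made stranded mRNA libraries, sequenced them as single-end reads, trimmed the reads with Trimmomatic, removed ribosomal sequences with SortMeRNA, aligned the rest with STAR and counted reads over the exons of each gene with featureCounts and the Araport11 annotation. The study's differential test was DESeq2 with pairwise comparisons of genotypes. The deposited values are expected counts per feature, not scaled for depth. Between 3684 and 4224 values per library were fractions such as 0.5, which is what results when a read that fits several features is divided between them. The setting used for shared reads and the use of the strand in counting are not stated, so that genes with close copies, overlapping genes and antisense genes are uncertain. The genome build is not written in the files.

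Each file listed 69383 features, of which 38194 were genes and 31189 transposable elements. Of the genes, 37898 were found in the RefSeq annotation of TAIR10.1, from which symbols, coordinates (1-based), exonic lengths and GC content were taken. The gene rows of the files follow the order of these coordinates. The transposable element rows held from 0.233% to 0.272% of the counts of a library and were left out of library sizes and of the tests. They were examined separately. The 296 organelle-encoded genes held from 0.137% to 0.471% and were kept. The 10 genes with most counts took from 10.5% to 12.2% of the gene counts of a library.

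The estimated counts were rounded to whole numbers before testing. Whole counts had been assumed when the tests were chosen, and the same test was used on the rounded values. Levels are given as CPM, the count over the library size scaled by TMM factors, computed from the deposited values before rounding. Tests were run in R 4.3.3 with edgeR 4.0.16 (TMM, filterByExpr, glmQLFit and glmQLFTest), with all 3 groups in one fit and no covariate. The filter left 20021 genes. A gene was called at a Benjamini-Hochberg adjusted p-value (FDR) under 0.01 with no minimum fold change, which is the threshold of the study. The threshold for gene sets, an FDR under 0.01, was set before their results were seen but after the other choices. The quasi-likelihood test was used as the main test for counts and DESeq2 1.42.0, the tool of the study, as an alternative. The standard error of a log2 fold change is its absolute value divided by the square root of the F statistic. Gene sets were tested with camera and fry of limma 3.58.1 on voom-weighted log counts. Members were found by symbol or synonym in the reference table. The rule for heat shock proteins, a symbol beginning with HSP, also takes in genes named after such proteins, and the rule for the IAA family takes in 3 auxin response factors by synonym. A count of 3 was taken as the floor of detection, and ratios of pooled reads have exact 95% intervals.

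The groups were taken from the labels. No 2 replicates agreed within sampling noise: the chi-square statistic per gene between replicates of a group ranged from 1.76 to 7.11, where counting noise alone gives about 1. Before the data were examined, the groups, the tests, the list of study genes, the gene sets, the alternatives (except 3 given below) and the rule for naming genes were fixed. By that rule the text names the genes of the study list. It also names, for each contrast with WT and each direction, the 3 genes with the smallest p-value among those called, and for the direct comparison of the lines 2 genes per direction. Of the genes called in both contrasts it names the 3 in each direction with the largest value of the smaller absolute log2 fold change and a mean of at least 1 CPM, and the 3 opposite genes with the largest such value.

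The alternatives were DESeq2, RLE and upper-quartile normalization, no filter on low counts, at least 10 counts in every library, fits of only the groups compared, a replicate block, leaving out each library in turn, other thresholds, and leaving out organelle-encoded genes. Chosen after seeing the data were 3 more: thinning every library to the smallest total, a correction of each library for GC content and exonic length by splines with 5 degrees of freedom, and a joint fit of genes and transposable elements. Since both contrasts share the WT libraries, 20 data sets with no effects and 20 with unrelated effects were simulated. For the latter, the changes of OE UPAT were permuted among genes of similar level and dispersion. In the tests of marker lists for the closing part (seed storage, morning clock, evening clock and sugar starvation genes), the median log2 fold change was set beside those of 10000 random lists of genes within 100 ranks in mean level. These lists were written after the comparisons of genes had been seen and before their own values were. The random lists do not copy genes that vary together, so that their ranges can be too narrow.

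The edgeR test, the DESeq2 test against WT, the overlap and camera were tested on simulated data. Of 200 genes changed by known amounts among 19673 tested, edgeR recovered 99% in each contrast with WT, and 1.49% and 0.503% of its calls were false. In the direct comparison of the lines it recovered 99.5%, and 3.86% of its calls were false. Among 20021 genes, DESeq2 recovered 98.5%, with 1.50% and 1.01% false. Of 100 changed genes shared by both lines, 98 were found as shared. Among 19704 genes, a raised set of 30 genes was found by camera and an unchanged set of 30 genes was not. All changed genes were well expressed, with absolute log2 changes of at least 1, and each gene of the raised set was raised by 1. Genes were simulated independently of each other. The called genes of the data had median absolute changes of 0.59 and 0.58 against WT. The recovery of such smaller changes, or of genes with few reads, was not tested.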

Results

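The transcriptome of 4-day-old Arabidopsis thaliana seedlings grown at 23 °C was measured by RNA-Seq in 9 libraries. They fall into 3 groups of 3 libraries each (replicates A, B and C). WT is the Columbia accession. OE APOLO is labelled as carrying the Arabidopsis long noncoding RNA (lncRNA) APOLO under the constitutive viral 35S promoter, and OE UPAT as carrying the human lncRNA UPAT under the same promoter. The total count was 14084551, 13779037 and 13023768 in WT A, B and C. It was 13145523, 14112670 and 11918225 in OE APOLO. All 3 OE UPAT libraries were smaller, with 8815848, 9206471 and 7901946 counts. Levels are given as CPM, the count divided by the scaled library size. A count of 3, taken as the floor, corresponded to 0.381 CPM in the smallest library (OE UPAT C) and 0.213 in the largest (OE APOLO B). Floors and intervals cover counting error only, since PCR copies of one molecule were not told apart.

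To check the labels, the APOLO transcript was examined first in every library. APOLO (AT2G34655) lies on chromosome 2 from 14596565 to 14597543 on the plus strand (TAIR10.1, where the RefSeq table lists it as protein-coding). It had 2, 2 and 2 counts in WT A, B and C. The libraries labelled OE APOLO A, B and C held 1, 3 and 3 counts, and those of OE UPAT 1, 1 and 0.5. All 9 values lie at or under the floor of 3 counts, so that no fold change is given and the gene was left out of the tests for low counts. Pooled over the replicates, 7 reads in the libraries labelled OE APOLO stood against 6 in WT. After allowance for depth the ratio was 1.22, with an exact 95% confidence interval from 0.350 to 4.39 (two-sided exact binomial test, p = 0.787). An increase of APOLO was therefore not detected, and counting error at this depth allows one of up to 4.39-fold. The group is for this reason called "the libraries labelled OE APOLO", and every direction given for it rests on that label. UPAT is a human transcript with no row among the Arabidopsis genes, and the label of the OE UPAT libraries was not checked here in this way.

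The next question was which genes differed between the libraries labelled OE APOLO and WT. Of 20021 genes tested, 1309 had an adjusted p-value (FDR) under 0.01 in edgeR's quasi-likelihood test, 854 higher and 455 lower in the libraries labelled OE APOLO. The median absolute log2 fold change of these genes was 0.59. With DESeq2, the tool of the study, 903 genes were higher and 479 lower. The count depended on the threshold and on single WT libraries. It was 2658 at an FDR under 0.05 and 252 when an absolute log2 fold change of at least 1 was also required. It fell to 639 without WT A, to 731 without WT C and to 865 without OE APOLO B.

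Among the genes higher in the libraries labelled OE APOLO, the smallest p-values were those of QQS, AT1G29660 and TLL1. QQS (AT3G30720, chromosome 3 from 12349047 to 12349933, plus strand) rose from 1.29 ± 0.617 CPM in WT to 19.1 ± 2.82 (SD, n = 3), a log2 fold change of 3.86 ± 0.22 (SE; FDR 2.61e-07 in edgeR's quasi-likelihood test). It was not past the threshold in OE UPAT, where it had 0.728 ± 0.129 CPM, and it differed between both lines (log2 fold change -4.69, FDR 3.09e-08). AT1G29660 rose by a log2 fold change of 1.84 and was also higher in OE UPAT, by 1.24. TLL1 (AT1G45201) rose by 1.56. Some reads of AT1G29660 and of AT2G15880 were divided with other features, which makes their levels uncertain. Among the genes that were lower, MRD1 (AT1G53480) fell by 1.62 on the log2 scale, AT2G15880 fell by 1.16 and CPL1 (AT4G21670) fell by 1.04. MRD1 and CPL1 were not past the threshold in OE UPAT, and both differed between the lines (FDR 1.05e-07 and 7.54e-08). For each of these 6 genes, the 3 libraries labelled OE APOLO lay on one side of the 3 WT libraries.

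The same question was asked of OE UPAT. Here 3971 genes had an FDR under 0.01 against WT in edgeR's quasi-likelihood test, 2025 higher and 1946 lower, with a median absolute log2 fold change of 0.58. DESeq2 gave 1897 higher and 1732 lower. Upper-quartile normalization gave 2284 higher and 1711 lower, and leaving out OE UPAT C gave 1332 higher and 1434 lower. The balance of directions therefore depends on the scaling and on the libraries included. At an FDR under 0.05 the count was 6306, and with an absolute log2 fold change of at least 1 it was 729. The smallest p-values among the higher genes were those of APR2 (AT1G62180), APR3 (AT4G21990) and FLS5 (AT5G63600). APR2 (chromosome 1 from 22975530 to 22977885, minus strand) rose from 19.8 ± 0.953 to 68.6 ± 3.13 CPM (SD, n = 3), a log2 fold change of 1.79 ± 0.078 (SE; FDR 2.22e-09). APR3 rose by a log2 fold change of 1.78 and FLS5 by 1.96. Among the lower genes, SIS (AT5G02020) fell by 2.21 on the log2 scale, BCAT-2 (AT1G10070) fell by 1.89 and AT2G15880 fell by 1.84. BCAT-2 (chromosome 1 from 3288087 to 3290471, plus strand) went from 580 ± 30.4 CPM in WT to 156 ± 14.9 in OE UPAT (SD, n = 3). In each of these 6 genes, every OE UPAT library lay outside the range of the WT libraries.

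The lines were then compared with each other. Between OE UPAT and the libraries labelled OE APOLO, 3573 genes had an FDR under 0.01, 1699 higher and 1874 lower in OE UPAT. DESeq2 gave 1545 higher and 1652 lower. The share of higher genes was 47.6%. It was 57.6% under upper-quartile normalization, so that the direction of the majority depends on the scaling. Without OE UPAT C the count fell to 2209. OSM34 (AT4G11650) and CDEF1 (AT4G30140) had the smallest p-values among the genes higher in OE UPAT, with log2 fold changes of 2.92 and 4.39. AT2G44130 fell by 1.78 on the log2 scale and ORP4C (AT5G57240) fell by 3.60. ORP4C had 2.42 ± 0.460 CPM in OE UPAT against 29.6 ± 3.59 in the libraries labelled OE APOLO (SD, n = 3).

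The title of the series concerns the genes that both lncRNAs regulate, and the overlap of both contrasts was examined next. Of the 1309 genes called in the libraries labelled OE APOLO, 398 were higher and 215 lower in both contrasts with WT, together 613. Another 73 genes were called in opposite directions. With the tested genes as background, 86.4 shared higher genes and 44.2 shared lower genes would fall together by chance (one-sided hypergeometric test, which is Fisher's exact test, p = 7.46e-176 and 1.63e-97). These p-values are too small, because both contrasts use the same WT libraries. Therefore 2 kinds of simulation were set beside the observed values, each with 20 data sets made from the WT levels, the library sizes and the spread of the real genes. With no effects in either line, between 0 and 1 genes were shared. With effects of the observed sizes placed on unrelated genes of similar level and spread, 365 genes were shared on average (from 328 to 404), and 250 were called in opposite directions. The simulated lines had more calls than the real ones, 2033 and 4687 on average. The observed 613 lay above all 40 simulated values and the observed 73 opposite genes below those with unrelated effects. The shared count was 653 with DESeq2, 292 without WT A and 343 without WT C. It was 48 with an absolute log2 fold change of at least 1 and 1301 at an FDR under 0.05.

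**Figure D1:**
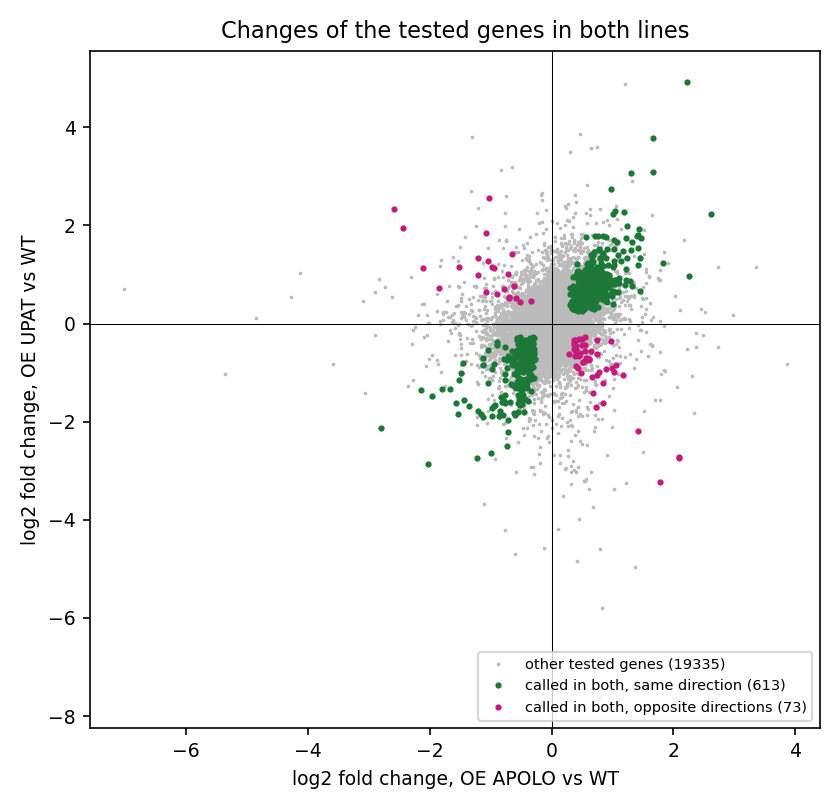
Log2 fold change against WT of each of the 20021 tested genes in the libraries labelled OE APOLO (x axis) and in OE UPAT (y axis). The 613 genes called in both contrasts in the same direction are green and the 73 called in opposite directions are pink.

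**Figure D2:**
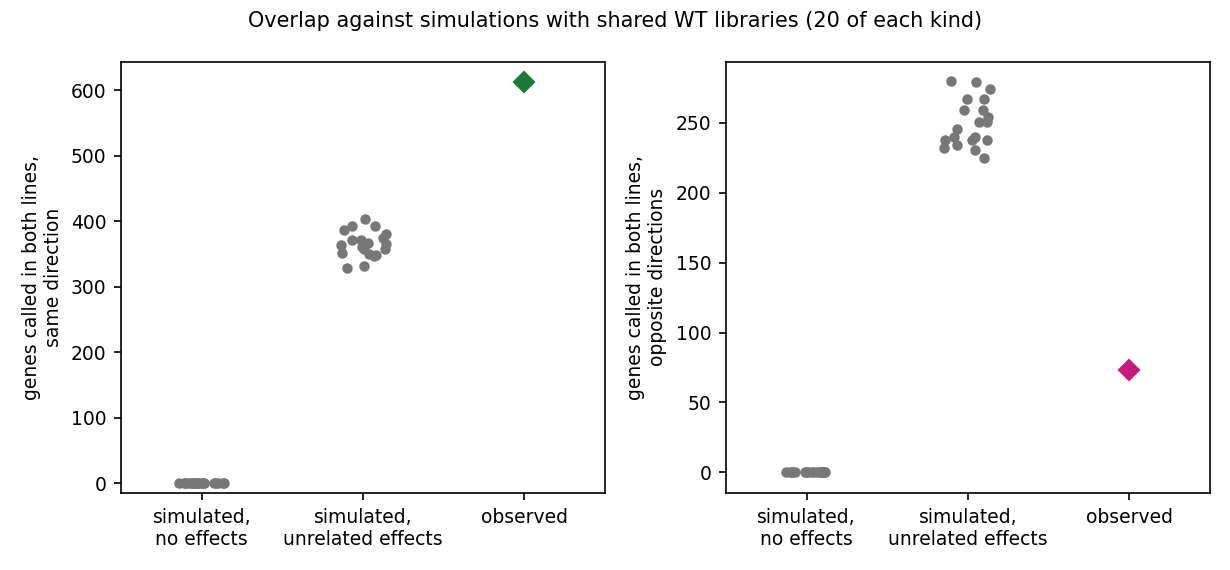
Number of genes called in both contrasts in the same direction (left) and in opposite directions (right) in 20 simulated data sets of each kind (grey points) and in the data (diamond). The observed 613 lies above the highest simulated value of 404, and the observed 73 lies below the values with unrelated effects.

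Of the 613 shared genes, 179 also differed between both lines at an FDR under 0.01, and 416 had the larger absolute change in OE UPAT. The median absolute log2 fold change of the shared genes was 0.56 in the libraries labelled OE APOLO and 0.71 in OE UPAT. Of 3285 genes called in OE UPAT alone, 1999 differed between the lines. For the remaining genes a difference between the lines was not shown. Across all tested genes, which are not independent replicates, the log2 fold changes of both contrasts had a Pearson's r of 0.258 and a Spearman's rho of 0.360. The shared WT libraries alone raise this value: the mean r was 0.460 in the simulations with no effects and 0.0854 in those with unrelated effects. When the WT libraries were divided so that the contrasts shared none, r ranged from 0.124 to 0.282 over 6 assignments, with a mean of 0.194. Each contrast then rested on 1 or 2 WT libraries, which also adds noise.

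Ranked by the smaller of both changes, the shared higher genes were led by AT5G35935, EARLI1 and LOX2. AT5G35935 is annotated as a pseudogene whose reads were partly divided with other features, so that its change is uncertain. EARLI1 (AT4G12480) rose by a log2 fold change of 2.23 in the libraries labelled OE APOLO (FDR 0.00461) and by 4.93 in OE UPAT (FDR 2.70e-07). Its level in the libraries labelled OE APOLO was 5.41 ± 3.44 CPM (SD, n = 3) and 3.49 without replicate A, and the first call was lost in 4 of 14 alternatives. LOX2 (AT3G45140) rose by 1.66 and 3.78, the former lost in 2 of 14 alternatives. The shared lower genes were led by AT5G00430, a noncoding RNA gene, OCT1 and CYP71B24. AT5G00430 fell by 2.79 on the log2 scale in the former and fell by 2.14 in the latter. OCT1 (AT1G73220) fell by 2.02 in the libraries labelled OE APOLO and fell by 2.86 in OE UPAT. Its mean in the libraries labelled OE APOLO was 1.49 CPM, and 0.746 without replicate A. The call of OCT1 in those libraries was lost in 3 of 14 alternatives. CYP71B24 (AT3G26230) fell by 1.56 and fell by 1.61, and lost each of its calls in 6 of 14 alternatives, DESeq2 among them.

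The genes with opposite directions were led by AT5G64110, which fell by 2.59 on the log2 scale in the libraries labelled OE APOLO and rose by 2.33 in OE UPAT. The next were AT3G25820 and AT3G25830, both named TPS-CIN. Their counts were nearly equal in each library (1865.86 and 1774.7 in OE APOLO A) and were fractions, since reads that fit both copies were divided. They are reported as a pair whose members could not be separated. The pair rose by a log2 fold change of 2.10 in the libraries labelled OE APOLO, and the first copy fell by 2.72 in OE UPAT.

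A selection of the genes named in the text of the study was then examined. PID, the annotated neighbour of APOLO, was added to them. The list held 15 genes, of which 13 had enough counts to be tested. In the libraries labelled OE APOLO, 1 of them had an FDR under 0.01 over all genes, and 1 when adjusted over the list alone. In OE UPAT there were 5, and also 5 when adjusted over the list alone. These counts depend on the selection, which left out AGO4, DCL3, RDR2, NRPD2A and YUC5, among others. Of those named here, AGO4 was past the threshold in OE UPAT (log2 fold change 0.39, FDR 0.00378 over all genes, edgeR). DCL3, RDR2, NRPD2A and YUC5 were not past it in either line, nor was AGO4 in the libraries labelled OE APOLO. The gene of the auxin biosynthesis enzyme YUC2 (AT4G13260, chromosome 4 from 7721487 to 7724070, minus strand) had 1.61 ± 0.256 CPM in WT, 2.19 ± 0.249 in the libraries labelled OE APOLO and 1.67 ± 0.427 in OE UPAT (SD, n = 3). Neither change was past the threshold (log2 fold change 0.43 ± 0.25, FDR 0.288, and 0.06 ± 0.28, FDR 0.896, with SE, edgeR). A library held from 9 to 30 counts of this gene, which limits the change that is detectable. The gene of the Polycomb protein LHP1 (AT5G17690) did not change past the threshold either (log2 fold change -0.13, FDR 0.405, and -0.26, FDR 0.0582). AT4G23720, the negative control locus of the study, had 0 to 2 counts and was not tested. PP2A (AT1G13320), the reference gene of the study, had 59.1 ± 1.89 CPM in WT, 60.3 ± 4.90 in the libraries labelled OE APOLO and 55.3 ± 0.286 in OE UPAT (SD, n = 3), with no change past the threshold.

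VIM1 (AT1G57820, chromosome 1 from 21413981 to 21418115, minus strand), which encodes a methylcytosine-binding protein, varied within groups. It had 711, 191 and 259.5 counts in WT A, B and C, and 383, 1224 and 419 in the libraries labelled OE APOLO. In OE UPAT it had 127, 101 and 102 counts. The group means were 28.2 ± 20.2, 51.8 ± 33.8 and 12.8 ± 1.55 CPM (SD, n = 3). Without WT A the WT mean was 16.7, and without OE APOLO B the mean of that group was 32.4. The differences from WT did not exceed the spread between replicates (FDR 0.184 and 0.0917 in edgeR's quasi-likelihood test), while OE UPAT was lower than the libraries labelled OE APOLO (log2 fold change -2.03 ± 0.48, SE, FDR 0.00492). Its homologs VIM2 (AT1G66050) and VIM3 (AT5G39550) had no change past the threshold in either line.

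PIF4 (AT2G43010, chromosome 2 from 17886101 to 17889087, plus strand), the gene of a transcription factor of growth in warmth, moved in opposite directions. It had 110 ± 2.35 CPM in WT, 135 ± 3.30 in the libraries labelled OE APOLO and 71.0 ± 4.34 in OE UPAT (SD, n = 3). The increase was 0.30 ± 0.064 on the log2 scale (SE; FDR 0.00664), and it was not past the threshold in 8 of 14 alternatives, with an FDR from 0.000875 to 0.0325 over all 14. PIF4 fell by 0.63 on the log2 scale in OE UPAT (FDR 5.99e-06). The direct comparison of the lines gave a log2 fold change of -0.92 (FDR 2.25e-07). The auxin biosynthesis gene YUC8 (AT4G28720) had no change past the threshold in either line. Among DNA methyltransferase genes, MET1 (AT5G49160) and CMT3 (AT1G69770) were higher in OE UPAT, with log2 fold changes of 0.62 ± 0.088 and 0.91 ± 0.18 (SE; FDR 7.62e-05 and 0.00113), and DRM2 (AT5G14620) fell by 0.49 (FDR 0.00146). CMT2 (AT4G19020) rose by 0.57 ± 0.15 (SE; FDR 0.00928), a call that was lost in 5 of 14 alternatives. None of these genes passed the threshold in the libraries labelled OE APOLO. MET1 and CMT3 differed between the lines (FDR 8.31e-06 and 0.000742), whereas a difference was not shown for CMT2 (FDR 0.558) and DRM2 (FDR 0.0398). PID (AT2G34650), the annotated neighbour of APOLO, did not change in either line past the threshold (FDR 0.915 and 0.943).

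**Figure D3:**
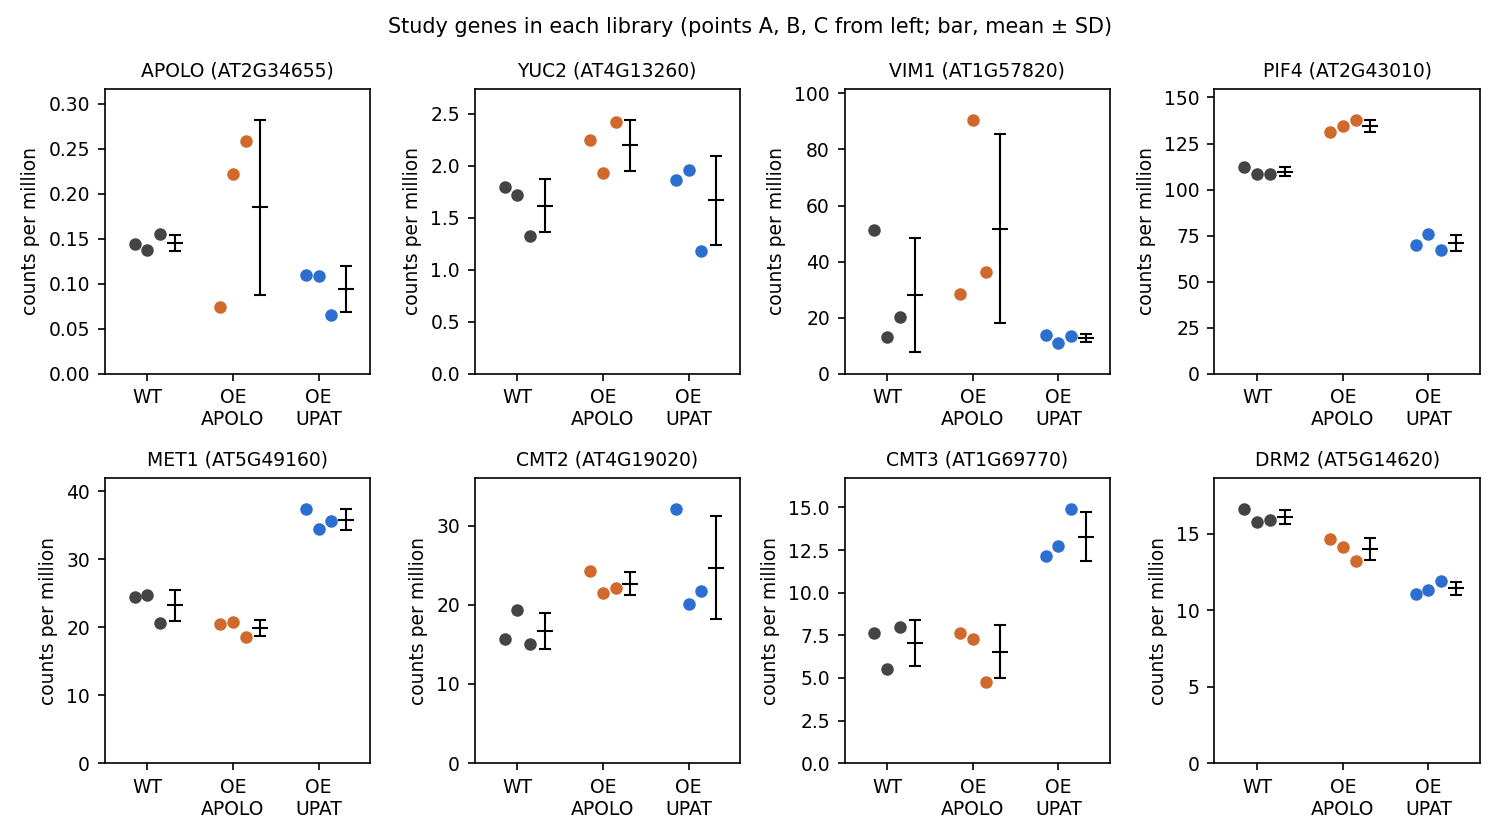
CPM (y axis, from 0) of 8 study genes in each library, with replicates A, B and C from left to right in each group and the mean ± SD beside them. APOLO stays at or under 3 counts in all 9 libraries, VIM1 has a single high library in WT and in OE APOLO, and PIF4 is higher in OE APOLO and lower in OE UPAT than in WT.

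Finally, 5 gene sets on auxin, warmth and DNA methylation were tested in both contrasts with WT (10 tests, camera with a preset inter-gene correlation of 0.01, Benjamini-Hochberg adjusted). In the libraries labelled OE APOLO, the SAUR family of auxin-induced growth genes was higher (51 of 80 members tested, median log2 fold change 0.47, 36 raised and 15 lowered, FDR 2.65e-06). The IAA family, mostly auxin response repressors, was also higher (27 of 32 members tested, median 0.13, 20 raised and 7 lowered, FDR 0.00107). The members, found by symbol or synonym, include the auxin response factors ARF19, MP and NPH4, which are not repressors of this family. Both calls held under fry (FDR 0.00332 and 0.00322). Neither held under camera with an estimated correlation (FDR 0.231 for both). Of the SAUR members, 18 were higher and 2 lower at an FDR under 0.01. Several of them are close copies that share reads, so that single members are uncertain. In OE UPAT neither family passed the threshold (FDR 0.382 and 0.672), and the difference between the lines was not tested at the level of sets. As sets, the YUC family, with 5 of 11 members tested, heat shock proteins and DNA methylation genes were not past the threshold in either contrast, with the smallest FDR at 0.0758. Single members were called in OE UPAT at an FDR under 0.01 (edgeR). Of the DNA methylation genes 5 were higher and 1 lower, and of the heat shock proteins 6 were higher and 1 lower. In the libraries labelled OE APOLO, 1 heat shock member was higher and no DNA methylation gene was called.

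**Figure D4:**
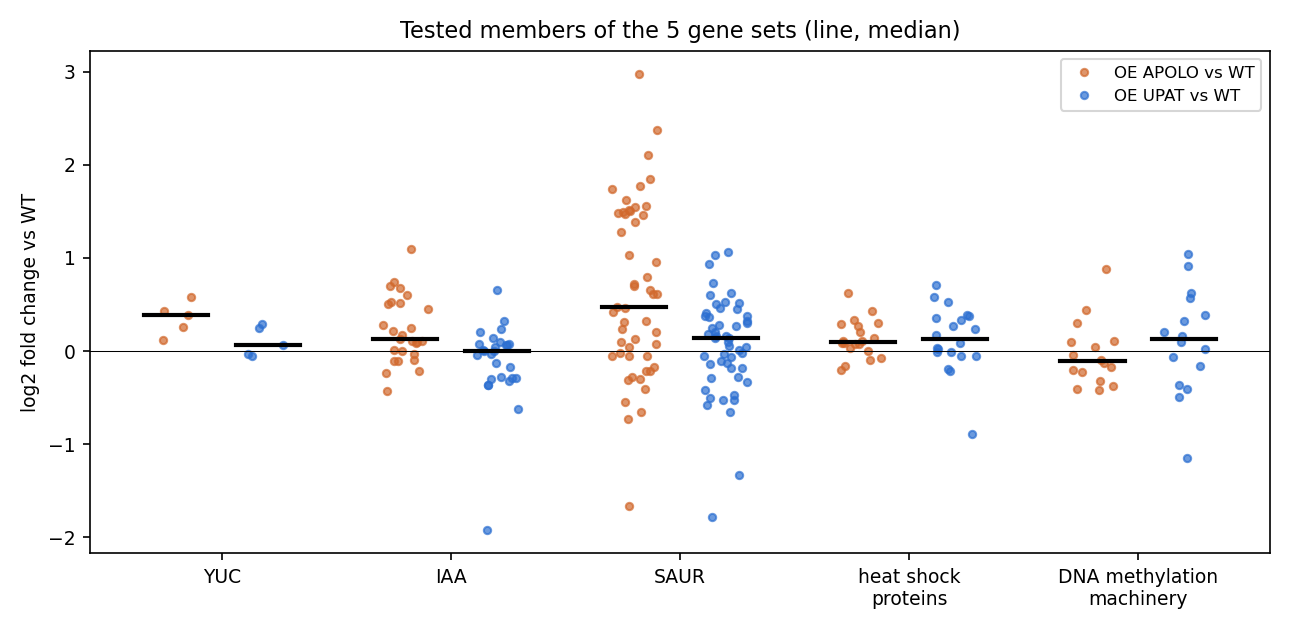
Log2 fold change against WT (y axis) of each tested member of the 5 gene sets in the libraries labelled OE APOLO (orange) and in OE UPAT (blue), with the median as a black line. The SAUR members spread furthest in OE APOLO, with a median of 0.47 against 0.14 in OE UPAT.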

Values the study reported

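The study reported that warmth modulated 53% of the genes that both over-expression lines had in common among their differentially expressed genes.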

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

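The test in this part was chosen before its result was seen. Rows for transposable elements were left out of the comparisons of genes, and some of them changed against the WT libraries, a signal in data that the report does not use. In a joint fit with the genes, 439 transposable elements had enough counts to be tested. Of these, 29 were called at an FDR under 0.01 in the libraries labelled OE APOLO (15 higher and 14 lower) and 43 in OE UPAT (17 higher and 26 lower) by edgeR's quasi-likelihood test. The share called was 6.61% and 9.79%, against 6.73% and 19.8% of the genes in the same fit. The files follow genomic order, and the median distance from a changed element to the nearest tested gene was 1 row. In OE UPAT, the log2 fold changes of the 43 elements and of their nearest genes had a correlation of 0.897 across elements, higher than in each of 10000 draws of random genes (upper limit 0.298), and 42 had the same sign. For the 29 elements in the libraries labelled OE APOLO the correlation was 0.794, with 28 of the same sign. This is consistent with reads that run on from, or are shared with, neighbouring genes. In some pairs the element and its nearest gene had exactly the same log2 fold change. These were AT1TE54330 (-1.52128 in the libraries labelled OE APOLO and -1.14043 in OE UPAT) and AT4TE21115 (-0.472849 in OE UPAT). AT3TE60310 (1.91029) and AT3TE71565 (-2.35089) did so in the libraries labelled OE APOLO. Such equality argues for shared reads in these pairs. In the other pairs the values differed, though barely for AT2TE42485 in OE UPAT (-0.72667 and -0.726664). Many changed elements also had fractions as counts, from reads divided with features that were not identified. Some did not follow their nearest gene, such as AT3TE43895 and AT4TE12660 in the libraries labelled OE APOLO. These had -3.18 and -1.77 against 0.33 and -0.046 in the genes. In the pairs that differed, a joint regulation of elements and genes at one locus would give the same correlation. It was not tested, so a biological explanation stays open.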

How the results depend on the processing

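Thinning, the GC and length correction and the joint fit with transposable elements were chosen after seeing the data. Under the 11 alternatives that changed the test, scaling, filter, groups fitted, block, depth, GC correction or rows, the numbers of genes called in each contrast and of shared genes stayed within 1.5 times of those reported. This held from 920 to 1690 genes for OE APOLO vs WT. Of the 1309 genes called there, 1174 were also called by DESeq2 and 908 in the fit of only those groups. Of the 3971 genes called in OE UPAT vs WT, DESeq2 also called 3460.

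Thresholds moved the counts most, as their construction requires. At an FDR under 0.05, 2658, 6306 and 5922 genes were called in OE APOLO vs WT, OE UPAT vs WT and OE UPAT vs OE APOLO, and 1301 were shared in the same direction. With an absolute log2 fold change of at least 1 as well, the numbers were 252, 729 and 752, with 48 shared.

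Across the 9 fits that each left out one replicate, from 639 (without WT A) to 1706 genes (without OE APOLO A) were called in OE APOLO vs WT, and from 2209 (without OE UPAT C) to 3521 in OE UPAT vs OE APOLO. From 292 (without WT A) to 742 genes were shared. Without WT C, 731 genes were called in OE APOLO vs WT and 343 were shared, and without OE APOLO B 865 were called. Fewer libraries were fitted in each case, yet the count rose without OE APOLO A, and the cause was not tested. In OE UPAT vs WT, the range was from 2766 to 4479.

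The correlation across genes of 0.258 moved by more than the spread between single libraries (SD 0.0432 over 27 choices of 1 library per group) under 4 of the 16 alternatives run for it. It was 0.313 with DESeq2, 0.375 over genes with at least 10 counts in every library, 0.360 as Spearman's rho, and 0.194 when the contrasts shared no WT library. Under 3 settings run for the overlap it also moved by more than this spread, to 0.347 with no filter on low counts, 0.311 with only the groups compared and 0.301 after thinning. The cause was not tested. Dividing the WT libraries also leaves each contrast fewer of them, so that the value of 0.194 does not isolate the sharing.

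The letters A, B and C did not pair the libraries: the correlation of the deviations of same-letter libraries from their group means ranged from -0.219 to 0.154 over 9 pairs. With the replicate block, 1256, 3891 and 3384 genes were called in the 3 contrasts and 596 were shared. The correlation was 0.265. Of the 58 results on single genes for which alternatives were run, the block changed the call of 1, PIF4 in OE APOLO vs WT (FDR 0.0116). Genes named only in the other closing parts, and the study genes in the direct comparison of the lines, were not run. It cannot alter the CPM of APOLO and was not run for them.

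Both gene set calls were lost with an estimated correlation, which left 0 of 10 tests past the threshold, with the IAA and SAUR families at an unadjusted p of 0.0462 each across genes. Leaving out a library changed neither. The direction of the YUC set in OE UPAT vs WT reversed without OE UPAT B, with p from 0.461 to 0.971 over the 9 fits.

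Of these 58 results, 7 lost their call in at least 1 alternative. PIF4 lost it in 8 of 14 and CYP71B24 in 6 of 14 in each contrast. CMT2 in OE UPAT lost it in 5 of 14, EARLI1, OCT1 and LOX2 in the libraries labelled OE APOLO in 4, 3 and 2 of 14. A change of sign occurred in 6 results, each with an FDR of at least 0.661 where it occurred and each when one replicate was left out. The log2 fold changes then ranged from -0.056 to 0.23 for YUC2, from -0.12 to 0.20 for VIM3 and from -0.18 to 0.17 for PID in OE UPAT. In OE APOLO they ranged from -0.0095 to 0.096 for PP2A, from -0.25 to 0.084 for CMT3 and from -0.15 to 0.22 for PID.

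No scaling alternative moved the median log2 fold change of all genes beyond 0.037. The depth limits what can be said of APOLO, AT4G23720 and YUC2, which had few reads in every library.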

Other observations

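The tests of APOLO, VIM1 and the reference group were chosen after the results were seen. Those of depth, GC content, marker lists, simulations and splits were chosen before their own results were seen.

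The absence of an APOLO increase in the libraries labelled OE APOLO was set against 3 technical explanations. An exchange of libraries within the series would put a high APOLO count in another group only if the transcript is counted at all. The highest APOLO count in any of the 9 libraries was 3, which argues against an exchange in that case alone. For counting of the transgene's reads to a neighbour, the genes on both sides were examined. PID had a log2 fold change of 0.0598, the larger of both, and ABCC2 (AT2G34660) fell by 0.41. Neither was raised past the threshold, but neither overlaps APOLO, so that this test had little chance of another outcome. A lack of reads would hide an increase of 10-fold only if the upper limit of the pooled ratio lay above 10, and it was 4.39. What stays open, and was not tested, is whether the transgene's transcript is lost before counting, in the selection of polyadenylated RNA for example, whether the line had lost its expression, or whether the transcript ends where no feature is counted.

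The VIM1 counts in WT A and OE APOLO B were 3.07 and 2.80 times the mean of the other libraries of their groups. Among 14782 tested genes with a mean of at least 5 CPM, VIM1 was the 1 gene over 2-fold above both other libraries in WT A, and 1 of 3 such genes in OE APOLO B. Just 1 gene had the pattern in both. The minimum level and the fold were set for this test. These libraries were picked for their VIM1 counts, so that the value is at least 1, and it speaks only against a cause that raises many genes. A trace of transcripts from plants that over-express VIM1, a kind of line the study worked with, cannot be told apart from any other cause that acts on VIM1 alone. Reads shared with its homologs are argued against, since VIM2 and VIM3 in these libraries were at most 1.05 times the mean of the other libraries of the group. A real variation of VIM1 between batches of seedlings stays open as well.

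Many more genes were called in OE UPAT than in the libraries labelled OE APOLO, although its libraries were smaller. After thinning to the smallest total, 86.3% of its 3971 genes were again called, and after the GC and length correction 99.6%. Both argue against these trends as the whole cause. Of the sugar starvation list, 12 of 13 genes were tested. All 12 were lower in OE UPAT and 10 of them were called (edgeR), with a median log2 fold change of -0.64, below each of 10000 random lists (95% of which lay from -0.28 to 0.28). The ranges of random lists hold for genes that vary independently and can be too narrow for genes regulated together. In the libraries labelled OE APOLO the median was -0.24 with 3 genes called, also outside the range of random lists (-0.11 to 0.18). All 12 genes were lower there too, the highest at -0.035. The question was prompted by genes with small p-values, ASN1 among them, which is not on the list. SEN1 (AT4G35770), with a mean of 1672 CPM over all libraries, fell by 1.61 on the log2 scale. Another sugar status of the OE UPAT seedlings at harvest, from the line or from the conditions of growth, would give such values. Since the list was lower in both lines, a WT group that differed from both would also lower it. The design cannot tell these apart. A different time of harvest cannot be told apart from other causes. The 4 morning clock genes had a median of -0.65 in OE UPAT, outside the range of random lists (-0.44 to 0.65), while the 6 evening genes had a median of 0.08, inside it (-0.41 to 0.33). In OE UPAT, CCA1 and PRR9 of the morning list were called lower (log2 fold change -0.99 and -1.03) and ELF4 of the evening list higher (0.48). The difference of the medians was -0.73. In the libraries labelled OE APOLO both medians were inside the range (-0.0032 and 0.03), and 1 evening gene was called, TOC1, which was lower. The labels give no batch of growth or harvest, so that the line and such conditions are confounded.

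Transcripts of seed maturation differed within groups. ECP63 (AT2G36640), chosen after its values were seen, had 37, 298 and 69 counts in WT A, B and C and 479, 107 and 71 in the libraries labelled OE APOLO. It had 0, 0 and 1 counts in OE UPAT. A list of 15 seed storage genes whose values had not been seen was highest in the same libraries: 69.1 CPM in total in WT B and 114 in OE APOLO A, each at least 2.33 times the next library of its group. In OE UPAT the totals were at most 14.3 CPM. Of the list, 6 genes had enough counts to be tested and 1 was called, GEA6, which was lower in OE UPAT. The median log2 fold change of the 6 genes was -1.88 in OE UPAT, below each of 10000 random lists, and 0.32 in the libraries labelled OE APOLO, just above the upper limit of random lists (0.31). Here too the ranges can be too narrow for genes that vary together. The cruciferin genes CRU3 and CRA1 did not follow the decrease in OE UPAT (log2 fold change 1.16 and -0.24) and had 3.36 and 2.49 in the libraries labelled OE APOLO, none of them past the threshold. The most abundant, LEA4-5 (AT5G06760), had a mean of 18.7 CPM over all libraries, followed by PER1 with 5.24. The genes SESA1 to SESA5 of the list had means from 0.11 to 0.44, so that the totals rest on other members. A different share of seed-derived transcripts, such as late or ungerminated seeds among the seedlings, would give the ratio of 2.33. Any other cause that acts on the abundant members would give it as well, and the ratio cannot tell them apart. A difference of the lines in the speed of germination was not tested and stays open.

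The shared genes were set against other splits of the libraries. In each of the 3 contrasts, 1 of the 10 splits of the 6 libraries gave as many genes, which was the real one. With 10 splits the share cannot fall below 0.1. Each of the other splits gave 0 genes. All of these mixed libraries of both groups, so that the difference between the groups entered the spread within each side. A large real difference of any cause would lower their counts, and no conclusion is drawn from them. Of 100 splits of the 9 libraries into a reference and a pair of groups, 3 gave at least 613 shared genes. The others were whole groups with OE UPAT as the reference, with 2232 genes, and a split of mixed groups, with 1283. The sharing of WT libraries is argued against as the whole cause, since 0 of 20 simulations with unrelated effects reached 613. A difference of the WT group from both lines, in its seeds or growth, cannot be told apart from an effect common to both lncRNAs, because the design has a single reference group. With OE APOLO as the reference, 474 genes changed the same way in WT and OE UPAT, and 160 the opposite way. With OE UPAT as the reference, 19 genes changed the opposite way. The correlation across genes was 0.258 with WT, 0.440 with OE APOLO and 0.755 with OE UPAT as the reference. Each pair shares its reference libraries, and values without related effects were simulated for WT as the reference alone, so that the references are not ranked.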
